A study of Mus musculus with 16 samples.

How the data were processed

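Heart tissue RNA from 16 mouse samples was analysed. Per the labels, 4 samples each came from Dsg2-null and wild-type mice at 2 weeks and at 10 weeks of age, with 2 males and 2 females labelled in each group. Dsg2 encodes desmoglein-2, a cadherin of the desmosome, which is the junction that couples heart muscle cells mechanically. Per the series title the deletion was cardiac-specific. Per the labels' protocols, the tissue was kept in an RNA stabilisation reagent, RNA was extracted with a kit for fibrous tissue, and strand-specific libraries were made with removal of ribosomal RNA. The molecule label names polyadenylated RNA, which is a different selection, and the labels do not resolve this.

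Per the file headers and names, the authors deposited FPKM values, that is, fragments per kilobase of transcript scaled to the fragments of the library, in one table for each age. The aligner, the program that assigned fragments to genes, the genome build and the annotation were stated in no label or header. Each table held 8 columns of single samples, and all 16 columns were matched to samples by their titles. The 10-week table had 64843 rows with an Ensembl gene identifier and a gene name, of which 12218 rows had neither and 728 had an identifier and no name. The 2-week table had 54079 rows with a gene name only. Of the unnamed rows with an identifier, 726 were given a symbol from a gene-name table. Where a symbol occurred more than once, the row with the highest mean was kept, and 189 symbols of the 10-week table were matched to the 2-week symbols through synonyms of the RefSeq annotation of GRCm38.p6. The tables differ in their rows, so they were treated as normalised separately, and levels were compared only within a table. FPKM is relative to the total of each library, so a change in a few abundant transcripts shifts the values of the others. Genes that overlap, lie in multigene families or have pseudogene copies can share fragments, and how these were assigned was not stated.

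Counts of fragments were not part of the tables. Library depth was estimated from genes with a single transcript in GENCODE M21, whose low FPKM values multiplied by the transcript length should fall on multiples of the value of 1 fragment. Between 46.7% and 56.6% of the low values fell near such multiples, where chance gives 20%, so the depth is an estimate only and no count test was run on it. The largest error of the estimate on simulated data from 6000 genes was 0.07%. There every gene had the same known length and most counts were whole, so this does not give the error in the deposited data.

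Changes between genotypes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), for genes with a mean of at least 1 FPKM over the samples of the fit, with a linear model per gene, empirical Bayes moderation with an intensity trend, and Benjamini-Hochberg adjustment at 0.05. Each age was fitted alone, without covariates. A fold change on this scale understates the change of genes with low values. The difference of the genotype effect between ages was tested as an interaction in one fit of all 16 samples, for genes present in both tables. A factor per gene and table cancels in this contrast at high values, and only in part at values near or under the pseudocount of 1. A genotype by sex interaction was fitted within each age on the labelled sex. The limma fits were checked on values simulated from the means and spreads of the real genes with 200 genes changed by 1 on the log2 scale. They recovered 88.0% of those among 13408 genes at 2 weeks, 79.5% among 12569 genes at 10 weeks and 69.0% among 12889 genes for the difference between ages. Wrong calls made up 5.4%, 6.5% and 2.1% of all calls in these simulations.

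For Dsg2 and for 6 gene lists, exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6 over all 70 relabelings of 4 against 4 samples, two-sided, with 0.0286 as the smallest p these can give. A list score was the mean of log2(FPKM + 1) over the list genes with a mean of at least 1 FPKM. The 12 list tests were adjusted together by Benjamini-Hochberg, and each difference was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The difference of a list effect between ages was not among the tests planned and was added after the data were seen, for all 6 lists, in 2 forms of 4900 relabelings each. It used the list genes whose mean over both tables was at least 1 FPKM, so that the same genes enter at both ages, and its sizes differ slightly from those of the scores within an age. The first permuted genotype within each age. After its results were seen, a second form was chosen, which centres each table on the mean of its group means and permutes the age labels within each genotype. The reason was that the first form compares the difference with relabelings that carry the genotype effect itself. On simulated scores with the same effect at both ages, 0.2% of 400 tests of the first form and 6.2% of the second had a p under 0.05, and with effects 3 SD apart 9.0% and 79.0% of 100 tests did. The first form thus misses most differences and the second is slightly liberal. The p of both are given.

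Before the data were examined, the groups, the 6 gene lists, the fits and tests of genotype, the limma test of the difference between ages, most alternatives and the rule for naming genes were fixed. The rule covered Dsg2, the genes of the lists, the 5 genes per age and direction with the largest log2 fold change among those with an adjusted p under 0.05 and no overlap between the genotypes, and the 5 genes per direction with the largest difference between ages. The rule admits any list gene, and the 15 list genes examined singly were picked after their values were seen; 1 of them is not reported here. Predicted genes, Rik clones and pseudogenes were passed over in the choice per age. Alternatives were a pseudocount of 0.1, no filter, a filter at 5 FPKM, median-of-ratios scaling, quantile normalization, sex as a covariate, robust moderation, a 2-fold minimum change, and each sample left out in turn. Alternatives added after the data were seen were the score of an atrial gene list as a covariate, the rows without an annotation at 10 weeks, the removal of genes listed at 0 throughout one table, and the removal of Nppa from its list. Replicate numbers follow the deposition order and pair no samples, so no fit was paired on them. Letter codes in the sample titles, not explained in the labels, coincide with the labelled sex at 2 weeks.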

Results

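RNA was sequenced from the hearts of mice that lack Dsg2 in the heart and of wild-type mice, at 2 weeks and at 10 weeks of age. Each of the 4 groups held 4 samples. The design addresses how loss of this desmosomal cadherin changes gene expression in the young heart and in the adult heart, and whether the change differs between these ages. The depth was estimated as the number of fragments behind 1 FPKM in a transcript of 1 kilobase. It was 14.9 to 27.2 fragments in the Dsg2-null and 26.3 to 33.4 in the wild-type libraries at 2 weeks, and 40.6 to 44.4 and 42.4 to 53.7 at 10 weeks, so values well under 1 FPKM rest on few fragments. An exact permutation test of depth between the genotypes gave a two-sided p of 0.0857 at 2 weeks and 0.2286 at 10 weeks. With 4 against 4 samples this does not exclude a difference. At 2 weeks all wild-type libraries except replicate 4 (26.3) were deeper than every Dsg2-null library. Within groups, Pearson correlations of log2(FPKM + 1) across genes ranged from 0.957 to 0.988, and no pair of libraries was identical.

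Dsg2 was examined first because it checks the genotype labels. In GENCODE M21 on GRCm38 the gene lies on chromosome 18 from 20558074 to 20604521 on the plus strand and is protein-coding; the build used for the deposited values was not stated. At 2 weeks Dsg2 measured 4.16 ± 0.626 FPKM (SD, n = 4) in Dsg2-null hearts and 20.5 ± 2.86 FPKM (SD, n = 4) in wild-type hearts. The log2 fold change was -2.06, and the exact permutation test gave p = 0.0286, the smallest possible with 4 against 4 samples. At 10 weeks Dsg2 measured 2.65 ± 0.349 FPKM (SD, n = 4) against 21.01 ± 2.82 FPKM (SD, n = 4), a log2 fold change of -2.59 with the same exact p of 0.0286. The limma adjusted p was 5.01e-05 at 2 weeks and 1.1e-05 at 10 weeks. All 16 libraries fell on the side of their labelled genotype. The remaining signal in Dsg2-null hearts was 20.3% of the wild-type mean at 2 weeks and 12.6% at 10 weeks. At 10 weeks the Dsg2 row carried an Ensembl identifier (ENSMUSG00000044393) and no gene name. Such a row may be a merged locus, which was not tested, so the 10-week values of Dsg2 carry this doubt. Over the alternatives the log2 fold change ranged from -2.27 to -2.001 at 2 weeks and from -2.94 to -2.52 at 10 weeks, and the pseudocount of 0.1 moved it most.

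**Figure D1:**
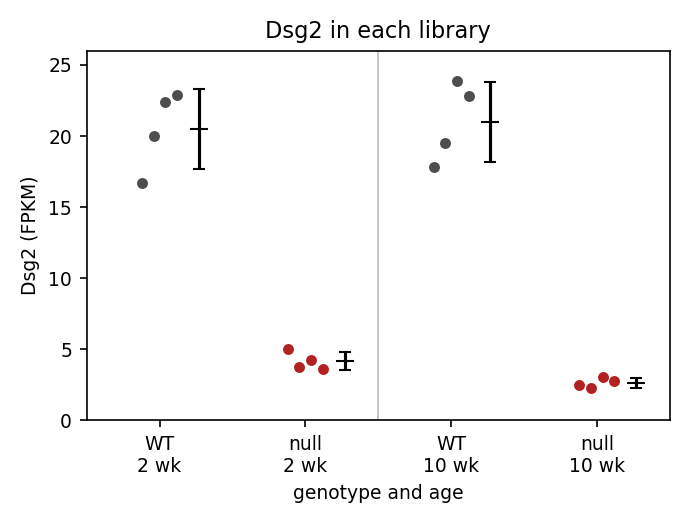
Dsg2 expression in FPKM (vertical axis, starting at 0) in each library of the 4 groups of genotype and age (horizontal axis); points are single libraries and bars are the mean ± SD of 4. The Dsg2-null libraries lay between 3.63 and 5.01 FPKM at 2 weeks and between 2.24 and 3.05 at 10 weeks, below the lowest wild-type values of 16.7 and 17.8.

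The first comparison asked which genes differ between genotypes at 2 weeks. Of 13408 genes tested, 2828 had a limma adjusted p under 0.05, with 2351 higher and 477 lower in Dsg2-null hearts. The values of the genotypes did not overlap for 3525 genes, 26.3% of those tested, where chance gives 2.86%. Among the genes changed by at least 2-fold, 546 were higher and 4 lower. The direction of the smaller changes depended on scaling. The median log2 fold change over all genes tested was 0.10, and under median-of-ratios scaling, which moved this median to -0.01, 1438 of 2472 changed genes were higher and 1034 lower. Under quantile normalization, 1222 were higher and 1283 lower. Log2 fold changes of single genes are given as deposited, and relative to the median each is lower by 0.10.

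Spp1 showed the largest increase at 2 weeks, from 0.133 ± 0.0715 FPKM in wild-type to 201 ± 123 FPKM in Dsg2-null hearts (SD, n = 4 each), a log2 fold change of 7.29 (SE 0.341, limma adjusted p = 1.45e-05). Gpnmb followed with a log2 fold change of 4.42 (SE 0.213, limma adjusted p = 1.45e-05) and Timp1 with 4.26 (SE 0.387, limma adjusted p = 0.000369). Plac8 and Slfn4 rose by log2 fold changes of 4.15 and 3.74 (limma adjusted p = 0.000718 and 0.00553); Slfn4 belongs to a multigene family whose members can share fragments. These wild-type values were mostly under 1 FPKM, so the fold changes depend on the pseudocount. Spp1 reached 9.62 and Slfn4 6.57 at most over the alternatives, and all 5 genes kept an adjusted p under 0.05 in every alternative. The largest decreases after Dsg2 were smaller, with Myh7 at -1.31 described with the list genes because its genotypes overlapped. Among genes without overlap, Asb15 fell from 13.1 ± 1.56 to 5.99 ± 2.40 FPKM (log2 fold change -1.08, limma adjusted p = 0.011) and Ogdhl from 41.1 ± 9.73 to 19.99 ± 3.93 FPKM (log2 fold change -0.99, limma adjusted p = 0.00792; SD, n = 4 each). One wild-type library lay apart from the other wild-type values of Ogdhl. Mir6999, a microRNA gene, had a log2 fold change of -1.10 and lost its adjusted p under 0.05 in 1 of 16 alternatives, and Tbx3os1, annotated as antisense, had -0.97. Both are uncertain, because a microRNA precursor is shorter than the fragments of such libraries and fragments can be shared with overlapping genes.

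At 10 weeks, the same comparison gave 728 changed genes of 12569 tested, 656 higher and 72 lower in Dsg2-null hearts (limma, adjusted p under 0.05). The values of the genotypes did not overlap for 1829 genes, 14.6% of those tested against 2.86% by chance. Among genes changed by at least 2-fold, 164 were higher and 7 lower. The median log2 fold change over all genes was again 0.10, and under median-of-ratios scaling 392 of 542 changed genes were higher and 150 lower. Without a filter on low values the count was 348. The largest increases were again Spp1, from 0.689 ± 0.180 to 33.7 ± 12.1 FPKM (log2 fold change 4.30, SE 0.220, limma adjusted p = 1.53e-05; SD, n = 4 each), and Gpnmb (log2 fold change 3.49, SE 0.146, limma adjusted p = 6.75e-06). Comp rose from 6.93 ± 1.85 to 87.0 ± 29.6 FPKM (log2 fold change 3.43, SE 0.260, limma adjusted p = 0.00038; SD, n = 4 each). Sfrp2 and Ccn5 had log2 fold changes of 3.08 and 3.01 (limma adjusted p = 0.000529 and 0.000897). Besides Dsg2, and with predicted genes and Rik clones passed over, the largest decreases without overlap were those of Acsm5, Ano10, Zfp652 and Efnb3, with log2 fold changes of -1.29, -1.13, -1.08 and -1.05 and limma adjusted p of 0.00368, 0.00408, 0.0262 and 0.00215. Acsm5 was at or below 0.235 FPKM in all Dsg2-null libraries. Zfp652 lost its adjusted p under 0.05 in 7 of 17 alternatives, and one wild-type library lay apart from the rest for this gene.

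The overlap of both lists shows which changes were found at each age. Among 12027 genes tested at both ages, 395 were changed in the same direction, 362 higher and 33 lower, and 2 in opposite directions. The product of the list sizes gives 147.9 shared genes by chance. The split depended on scaling. Under median-of-ratios scaling 185 of 266 such genes were higher and 81 lower, and under quantile normalization 152 of 245 were higher and 93 lower. Across these 12027 genes the log2 fold changes of both ages correlated with a Pearson r of 0.531 and a Spearman rho of 0.507, a description across genes, which are not independent replicates. For the 2556 genes changed at 2 weeks and tested at both ages, 90.7% had the same sign at 10 weeks, and the median absolute log2 fold change was 0.50 at 2 weeks and 0.29 at 10 weeks. Choosing genes by their 2-week test favours a larger value at 2 weeks. Over all 12027 genes, 71.1% had the same sign at both ages, and the medians were 0.18 at 2 weeks and 0.168 at 10 weeks. The median signed log2 fold change over the genes tested was 0.10 at each age, and this shared shift raises the shares with the same sign. These shares were not computed under another scaling.

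**Figure D2:**
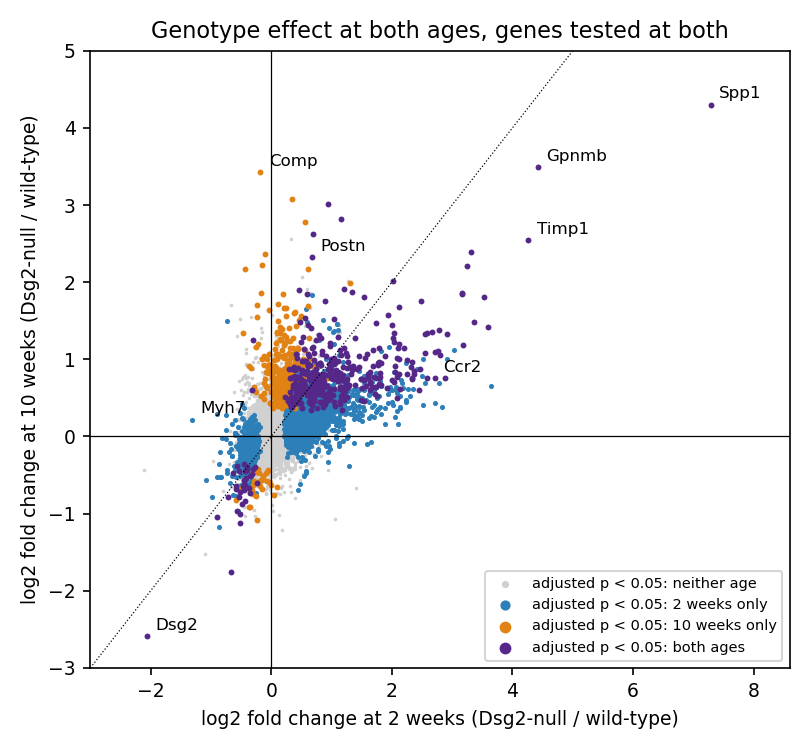
Log2 fold change between Dsg2-null and wild-type hearts at 2 weeks (horizontal axis) and 10 weeks (vertical axis) for 12027 genes tested at both ages; each point is a gene, coloured by the age at which its limma adjusted p was under 0.05, and the dotted line marks equal change. Spp1 (7.29 and 4.30) lies below the line, and Comp (-0.18 and 3.43) lies near 0 at 2 weeks.

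Gene lists fixed in advance asked whether groups of functionally related genes moved together. At 2 weeks the immune list of 19 genes scored 4.85 ± 0.409 in Dsg2-null and 2.62 ± 0.223 in wild-type hearts (mean log2(FPKM + 1), SD, n = 4), a difference of 2.22, or 2.12 relative to the median of all genes. The extracellular matrix list of 26 genes differed by 0.80 (0.70 relative to the median), the cardiac stress list of 11 genes by 1.01 (0.91) and the integrin and TGF-beta list of 16 genes by 0.46 (0.36). The mitochondrial metabolism list of 26 genes was lower by -0.33 (-0.44). In each of these 5 lists all 4 Dsg2-null hearts lay on one side of all wild-type hearts, with an exact permutation p of 0.0286 and 0.0381 after adjustment over the 12 tests. The intercalated disc list of 17 genes differed by 0.05 (-0.05 relative to the median, exact permutation p = 0.543, adjusted 0.592), less than the spread between replicates. This spread followed the letter codes of the titles, with scores of 6.22 to 6.30 in one code and 6.31 to 6.49 in the other. Within each code the genotypes overlapped, and no test within codes was run for this list.

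At 10 weeks, the immune list differed by 1.17 (1.08 relative to the median), the extracellular matrix list of 24 genes by 1.66 (1.57), the cardiac stress list of 12 genes by 1.15 (1.06) and the integrin and TGF-beta list by 0.47 (0.37), each with all 4 Dsg2-null hearts above all wild-type hearts and an exact permutation p of 0.0286 (adjusted 0.0381). The mitochondrial metabolism list was lower by -0.21 (-0.31), with 3 of 4 Dsg2-null hearts below all wild-type hearts, and did not pass the threshold (exact permutation p = 0.0571, adjusted 0.0686); under median-of-ratios scaling it did, with a difference of -0.33. The intercalated disc list differed by -0.04 (-0.14 relative to the median; exact permutation p = 0.629), with 2 of 4 Dsg2-null hearts below all wild-type hearts. Under median-of-ratios scaling it differed by -0.165, with 3 of 4 below (exact permutation p = 0.2286). Among 10000 random lists of the same size and expression, the immune, extracellular matrix and cardiac stress differences lay at the percentile of 100 at both ages, those of the integrin and TGF-beta list at 99.6 and 99.9, those of the mitochondrial list at 0 at both ages, and those of the intercalated disc list at 63.7 and 4.26.

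**Figure D3:**
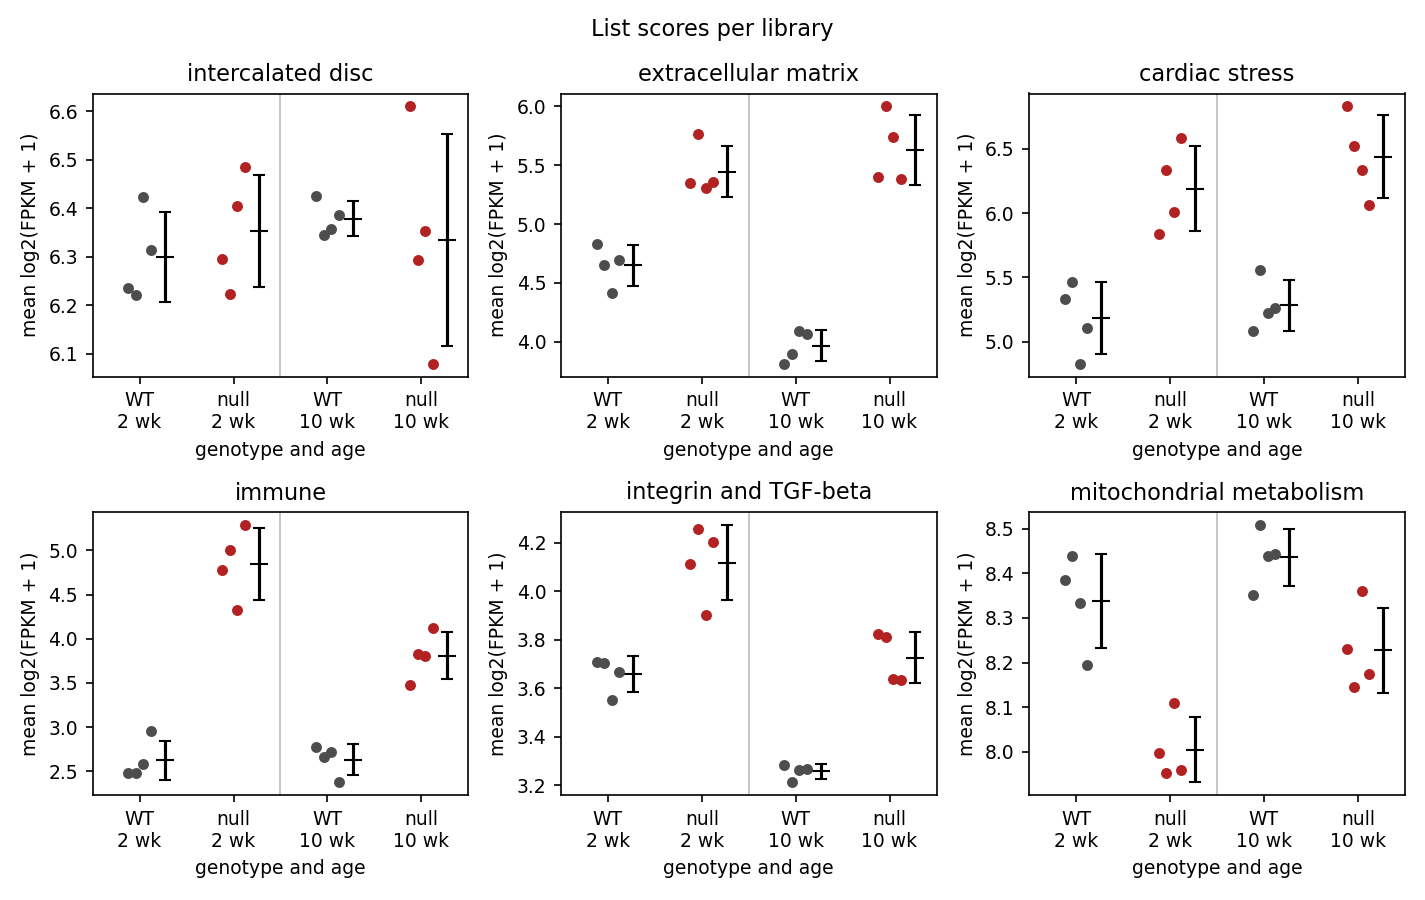
Score of 6 gene lists, the mean of log2(FPKM + 1) over the list genes (vertical axes, which do not start at 0), in each library of the 4 groups of genotype and age (horizontal axes); points are single libraries and bars are the mean ± SD of 4. The tables of both ages were treated as normalised separately, so levels are compared within an age only: the immune difference was 2.22 at 2 weeks and 1.17 at 10 weeks, and the extracellular matrix difference 0.80 and 1.66.

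Single genes were examined to see where the list scores came from. Spp1 had the largest change of the immune list at both ages (7.29 and 4.30). In the matrix list these were Timp1 at 2 weeks (4.26) and Comp at 10 weeks (3.43). A filter chosen after the result was seen kept list genes with a wild-type mean of at least 5 FPKM at both ages. The differences at 2 and 10 weeks were then 0.41 and 1.53 for 17 matrix genes, and 1.35 and 0.92 for 8 immune genes. In the immune list, all 19 genes were higher at 2 weeks and 14 of 19 at 10 weeks by the limma adjusted p over all genes; adjusted over the list alone, 19 and 18 passed. Cd68 had log2 fold changes of 3.17 and 1.18 at 2 and 10 weeks (limma adjusted p = 0.000175 and 0.00885), and Ccr2 had 2.72 and 0.76 (limma adjusted p = 0.000302 and 0.0366), the latter of which lost its adjusted p under 0.05 in 9 of 14 alternatives. In the matrix list, 16 of 26 genes passed at 2 weeks, 15 higher and 1 lower, and all 24 tested were higher at 10 weeks, with the same counts over the list alone. Col1a1 measured 319 ± 90.0 against 224 ± 38.5 FPKM at 2 weeks (SD, n = 4; limma adjusted p = 0.113) and 152 ± 50.5 against 49.3 ± 9.85 FPKM at 10 weeks (SD, n = 4; limma adjusted p = 0.00595). At 2 weeks Col1a1 newly passed in 1 of 16 alternatives. Postn had log2 fold changes of 0.68 and 2.33 (limma adjusted p = 0.0478 and 0.000562), the first of which lost its adjusted p under 0.05 in 10 of 16 alternatives. Mmp2 was the gene of the matrix list that was lower at 2 weeks (log2 fold change -0.30, limma adjusted p = 0.0437, lost in 8 of 16 alternatives), and at 10 weeks it was higher by 1.25 (limma adjusted p = 0.00225). Tnc rose at both ages, with log2 fold changes of 3.16 and 1.86 (limma adjusted p = 0.000427 and 0.000529).

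In the cardiac stress list, 8 of 11 genes passed over all genes at 2 weeks, 7 higher and 1 lower, and 5 of 12 at 10 weeks, all higher; over the list alone 10 and 9 passed. Ankrd1 was higher at both ages by log2 fold changes of 2.03 and 2.02 (limma adjusted p = 0.000302 and 0.00225), and Nppb by 2.03 and 1.34 (limma adjusted p = 0.00779 and 0.0146, the latter lost in 1 of 17 alternatives). Myh7 went the other way at 2 weeks, with 202 ± 17.8 FPKM in Dsg2-null and 548 ± 218 FPKM in wild-type hearts (log2 fold change -1.31, SD, n = 4, limma adjusted p = 0.0173, lost in 3 of 16 alternatives), and did not differ at 10 weeks (limma adjusted p = 0.714). One wild-type library at 2 weeks had a Myh7 value within the Dsg2-null range. Nppa did not pass at 10 weeks (log2 fold change 2.07, limma adjusted p = 0.182), where one wild-type library measured 84.8 FPKM and the other wild-type libraries 1190 to 2060 FPKM. In the integrin and TGF-beta list, 7 genes passed at 2 weeks and 5 at 10 weeks over all genes, and 8 and 10 over the list alone, all higher by the first count. Tgfb1 was higher at 2 weeks (0.97, limma adjusted p = 0.00602) and did not pass at 10 weeks (0.38, limma adjusted p = 0.0533), where it newly passed in 1 of 17 alternatives. Tgfb3 was higher at 10 weeks (1.05, limma adjusted p = 0.00505) and did not pass at 2 weeks (0.16, limma adjusted p = 0.302).

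In the mitochondrial metabolism list, 19 of 26 genes were lower at 2 weeks and 0 passed at 10 weeks by the limma adjusted p over all genes; over the list alone 21 and 0 passed, and 9 had an unadjusted p under 0.05 at 10 weeks. In the intercalated disc list, 3 of 17 genes passed at 2 weeks, 1 higher and 2 lower, and 1 at 10 weeks, which was lower; over the list alone 3 and 2 passed. The higher gene, Xirp2, named after its values were seen, had the largest change of the list at 2 weeks (0.83, limma adjusted p = 0.0105). Ctnna3, which encodes alpha-T-catenin, was lower at both ages (log2 fold changes -0.53 and -0.78, limma adjusted p = 0.0191 and 0.0391), and lost its adjusted p under 0.05 in 3 of 16 alternatives at 2 weeks and 10 of 17 at 10 weeks. Dsp, which encodes the desmosomal protein desmoplakin, was lower at 2 weeks (-0.28, limma adjusted p = 0.037, lost in 7 of 16 alternatives) and did not pass at 10 weeks (-0.36, limma adjusted p = 0.32).

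The difference of the genotype effect between ages was tested directly. Of 12889 genes, 289 had an effect that differed (limma interaction, adjusted p under 0.05). By the sign of the difference, the log2 fold change was higher at 10 weeks for 82 and lower for 207. With a filter at 5 FPKM the count was 103, with 43 higher and 60 lower. For genes that fall in Dsg2-null hearts, a higher value can mean a weaker effect. For the 6 lists, this difference was tested only after the data were seen, in 2 forms whose outcomes differ, on list genes with a mean of at least 1 FPKM over both tables. The effect on the extracellular matrix list, with 25 such genes and differences of 0.81 and 1.65, was larger at 10 weeks by 0.83, with a two-sided p of 0.263 (adjusted 0.701) when genotype was permuted within each age, the form run first. With age permuted within each genotype, the form chosen after the first was seen, the permutation p was 0.00286 (adjusted 0.00857). The effect on the immune list, with 20 such genes and differences of 2.17 and 1.14, was smaller, by -1.04, with a permutation p of 0.287 (adjusted 0.701) in the first form and 0.00286 (adjusted 0.00857) in the second; with only the 8 genes of a wild-type mean of at least 5 FPKM at both ages, it did not pass in the second form either (-0.43, permutation p = 0.0845). For the other lists neither form passed: the permutation p of the first and second form were 0.842 and 0.631 for the cardiac stress list (change 0.13), 0.967 and 0.921 for the integrin and TGF-beta list (0.01), 0.464 and 0.152 for the mitochondrial list (0.13), and 0.467 and 0.469 for the intercalated disc list (-0.10). For Tgfb1, Myh7, Col1a1 and Tnc the difference between ages did not pass (limma adjusted p = 0.192, 0.113, 0.12 and 0.0755), whereas for Tgfb3 it did (0.89, limma adjusted p = 0.0185).

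Sex was examined as labelled. In fits with an interaction of genotype and labelled sex, 0 genes passed an adjusted p of 0.05 at 2 weeks, with 1113 of 13408 at an unadjusted p under 0.05, and 0 genes at 10 weeks, with 459 of 12569 (limma). With sex as a covariate, 2577 genes were changed at 2 weeks and 596 at 10 weeks. At 2 weeks the transcripts of Xist and of 4 Y-linked genes matched the labelled sex in all 8 libraries. At 10 weeks they went against it in 5 of 8 libraries, all 4 wild-type libraries and the Dsg2-null replicate 4. The sex terms at 10 weeks therefore follow labels that the sex-linked transcripts do not match, and no statement on sex can be drawn from them.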

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

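The tests on the differences between ages that concern scaling, the form of the permutation, genes listed at 0, list genes of low value in wild-type hearts and other splits of the samples were chosen only after the result was seen, while those on ciliated epithelium, Tnni1, Myh6, list genes of a low mean over both genotypes and ribosomal RNA were set down before the values they measure were seen.

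Outlying samples were sought in 160 groups of 4 samples, and in 12 of them the gap of one sample to the next, divided by the range, passed Dixon's 95% critical value for 4 samples; chance gives about 8. The clearest were scores of a list of 5 lung genes, which the heart samples were not expected to hold. At 10 weeks the Dsg2-null replicate 2 scored 2.57 (gap ratio 0.953), where the other Dsg2-null libraries scored at most 0.12, and the wild-type replicate 2 scored 2.30 (0.942), where the other wild-type libraries scored at most 0.13. At 2 weeks the Dsg2-null replicate 1 scored 0.87 (0.992) and the wild-type replicate 4 scored 0.13 (gap ratio 1), a trace. Scgb1a1 measured 532 and 288 FPKM and Bpifa1, chosen after its values were seen, 571 and 464 FPKM in the 10-week libraries, against at most 0.591 and 1.02 FPKM in the others. A candidate explanation is airway tissue carried along with the heart. Foxj1, a gene of ciliated cells, had already been seen to be high in these libraries, so a list of 8 other genes of ciliated epithelium, whose values had not been looked at, was not a fully independent test. It scored 2.06 and 1.07 in the same libraries and at most 0.61 in the other 10-week libraries. The 2-week replicate 1 did not stand out in that list, with 0.53. One library of each genotype was affected at 10 weeks, and no biological explanation was tested.

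Myh7 and Ogdhl were low in the wild-type replicate 4 at 2 weeks (gap ratios 0.874 and 0.949). Myh7 measured 227 FPKM there, 597 to 685 in the other wild-type libraries and 188 to 228 in the Dsg2-null libraries. Without this library the log2 fold change of Myh7 was -1.69, against -1.31 with it. An earlier loss of neonatal isoforms could lower Myh7. Tnni1, which also falls after birth, changed by 0.24 (limma adjusted p = 0.372), but at 1.31 FPKM in wild-type hearts it was too low to show a loss. Fragments assigned to the paralog Myh6 in place of Myh7 would raise Myh6, which changed by -0.26 (limma adjusted p = 0.0575), but the wild-type mean of Myh7, 548 FPKM, is less than the SD of Myh6, 606 FPKM, so such a rise would not show. The atrial list score of this library, 6.97, was the highest among the wild-type libraries of 2 weeks. With that score as a covariate, chosen after seeing the data, Myh7 at 2 weeks still changed by -1.26 (limma adjusted p = 0.0155, against 0.0001176 to 0.05797 over its alternatives). The decrease of Myh7 cannot be told apart from the loss of neonatal isoforms or the assignment to Myh6.

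The remaining outlying samples were the extracellular matrix score of the Dsg2-null replicate 2 (0.886), Nppb in the Dsg2-null replicate 1 (0.856), Ccr2 in the Dsg2-null replicate 3 (0.909), Tbx3os1 in the wild-type replicate 2 (0.952) and Tgfb3 in the wild-type replicate 3 (0.908), all at 2 weeks, and Zfp652 in the wild-type replicate 3 at 10 weeks (0.866). With about 8 such groups by chance these need no explanation, and none was tested.

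The genotype effect differed between ages for 289 genes. Of 100 splits that permuted genotype within each age, the real one included, 3 gave as many genes. In both others, the labels of one age were kept or fully exchanged and 4 or 6 of the 8 labels of the other age changed, so that they turn the genotype effect of one age into a difference. Where a split mixes the genotypes within an age, the genotype effect also adds to the spread, which can lower the count. Apoc2 differed by -3.11, but it was listed at 0 in all 10-week libraries. Whether this 0 comes from the table or from absent expression was not tested, so its call is uncertain. Without the genes listed at 0 throughout one table, an alternative chosen after seeing the data, 285 genes passed. The other differences of largest size were -3.59 for Slfn4, -3.35 for Ccl7, -3.06 for Plac8 and -2.99 for Spp1, whose effects were smaller at 10 weeks. Slfn4, Ccl7 and Plac8 had means of 0.0689, 0.886 and 0.971 FPKM at 10 weeks, where the pseudocount shrinks any change, and lost their adjusted p under 0.05 in 1 of 23, 1 of 23 and 2 of 24 alternatives. With a pseudocount of 0.1, 198 genes differed between ages. The largest differences in the other direction, with a pseudocount of 1, were 3.605 for Comp, 2.73 for Sfrp2, 2.61 for Angptl7, 2.46 for 1500015O10Rik and 2.37 for Fmod, whose effects were larger. Among the list genes named, Cd68 (-1.99) and Ccr2 (-1.96) were smaller, and Postn (1.65), Mmp2 (1.55) and Tgfb3 (0.89) larger at 10 weeks.

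For the lists, the matrix effect was larger at 10 weeks by 0.83 and the immune effect smaller by -1.04. Whether this passes depends on the form of the permutation. With genotype permuted within each age, the form run first, the permutation p was 0.263 for the matrix list and 0.287 for the immune list. With age permuted within each genotype, the form chosen after these were seen, it was 0.00286 for each. The first form found 9.0% and the second 79.0% of simulated effects 3 SD apart, so the first had little power here, but the choice between them was not made blind. Within the second form, scaling between libraries did not account for the difference, since the permutation p under median-of-ratios scaling was 0.00204 for the matrix list and 0.00245 for the immune list. With the 20 matrix and 12 immune genes of a mean of at least 5 FPKM at both ages, the changes were 0.98 and -0.85 with a permutation p of 0.00122 and 0.00367 in the second form, and 0.169 and 0.401 in the first. This mean includes the Dsg2-null hearts, so genes that are low only in wild-type hearts stay in, and the test cannot tell whether low values account for the difference. With the filter of 5 FPKM on the wild-type mean alone, the 17 matrix genes left changed by 1.12 (permutation p of 0.00082 in the second form and 0.0698 in the first). The 8 immune genes left changed by -0.43 and did not pass in either form (permutation p of 0.0845 and 0.509). With a pseudocount of 0.1, which shrinks low values less, the immune difference was 2.68 at 2 weeks and 1.44 at 10 weeks. With a pseudocount of 1 it was 2.22 and 1.17, so less shrinkage did not bring the ages closer. These values argue against shrinkage by the pseudocount as the source for the list as a whole. The difference between ages was not tested with a pseudocount of 0.1. Since the 8 genes did not pass, the smaller immune effect may still be confined to genes with low wild-type values. A hypothesis for the matrix list is that the difference in matrix transcripts between genotypes grows with age, which may reflect a change in the cells present. A rise in Dsg2-null hearts and a fall in wild-type hearts would both give this. The contrast cannot tell them apart, because levels were compared only within an age. A difference in scale between the tables cancels in this contrast only at high values. Each age was in a table of its own and from different mice, so age cannot be separated from other differences between these sets of mice, which were not tested.

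Rows of the 10-week table with neither an identifier nor a name entered no comparison of the report. When they were included, 2744 such loci were tested and 59 of them changed between genotypes, 43 higher in Dsg2-null hearts. Residual ribosomal RNA is a candidate source of such loci, since 49 of them were high in a pair of libraries, and 0 of the 59 changed loci were among those 49. The 49 were picked for being high in 1 library of each genotype, which makes a change between genotypes improbable, so this count cannot tell whether ribosomal RNA left in the library is behind the 59. Their identity was not analysed here.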

How the results depend on the processing

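The tests with the atrial list score as a covariate, without Nppa, with loci that have no annotation and without genes listed at 0 were chosen only after the result was seen. The direction of the Dsg2 change, and its exact permutation p of 0.0286, held in all alternatives run. The differences of the extracellular matrix, cardiac stress and immune lists kept their direction and their exact p under 0.05 at both ages in the alternatives run for lists, and so did the integrin and TGF-beta list at 10 weeks. These were the pseudocount of 0.1, all list genes, median-of-ratios scaling, each replicate left out and, for the cardiac stress list at 10 weeks, Nppa left out.

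The counts of genes moved more. At least a 2-fold change was met by 550 genes at 2 weeks, 171 at 10 weeks and 54 changed at both ages in the same direction. Without a filter, 348 genes were changed at 10 weeks and 157 at both ages, and with a filter at 5 FPKM 456 at 10 weeks, 256 at both ages and 103 for the difference between ages. Quantile normalization gave 245 genes changed at both ages, and the atrial list score as a covariate, chosen after seeing the data, gave 475 at 10 weeks. The cause of these changes was not tested.

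The share of higher genes depended on scaling. At 2 weeks 83.1% of changed genes were higher as deposited, 58.2% under median-of-ratios scaling and 48.8% under quantile normalization; at 10 weeks the shares were 90.1%, 72.3% and 68%. Of the genes changed as deposited, 1915 at 2 weeks and 464 at 10 weeks were also changed under median-of-ratios scaling, all in the same direction.

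Across the fits that each left out one replicate, from 1801 to 3037 genes were changed at 2 weeks, from 374 to 618 at 10 weeks, from 194 to 390 at both ages, and from 172 to 487 differed between ages. The genotype by sex interaction gave 0 genes at 2 weeks, with 639 to 2544 at an unadjusted p under 0.05, and 0 to 5 genes at 10 weeks. The integrin and TGF-beta difference at 2 weeks ranged from 0.41 to 0.53 and the mitochondrial difference from -0.38 to -0.30, and in each of these fits the Dsg2-null hearts all stayed beyond all wild-type hearts. The exact p of up to 0.0571 for both stands for 2 of the 35 relabelings, the real one and one in the other direction, and comes from the smaller groups rather than from any overlap. At 10 weeks the mitochondrial difference ranged from -0.25 to -0.18 (exact p up to 0.0857). It passed only without the Dsg2-null replicate 3 (-0.25, exact p = 0.0286). The intercalated disc difference at 10 weeks ranged from -0.137 to 0.0405, changing sign within its spread.

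Under median-of-ratios scaling, the mitochondrial difference at 10 weeks passed the threshold at -0.33, and the intercalated disc difference at 2 weeks changed sign to -0.0741; this scaling moved the median of all genes at 2 weeks from 0.10 to -0.01. Tgfb3 at 2 weeks changed sign to -0.0205 under quantile normalization, and Myh7 at 10 weeks ranged from -0.0502, without the Dsg2-null replicate 1, to 0.4403 across the fits that left out one replicate; neither passed the threshold in any alternative, and the cause was not tested. Over the other alternatives that left out no sample, 23 values of single genes no longer passed and 3 newly passed; leaving out a sample, 40 no longer passed and 2 newly passed. No paired analysis was possible because the replicate numbers follow the order of deposition and pair no mice. The sample titles also carry letter codes whose meaning the labels do not give. At 2 weeks 2 libraries of each genotype share a code, and the codes coincide with the labelled sex, so the fit with sex as a covariate is also the fit blocked on this code: 2577 genes were changed, 2518 of them shared with the 2828 without it. Sex and code cannot be told apart there. At 10 weeks a single code was shared by 1 library of each genotype, too few for a block. The estimated depth limits statements on genes with values under 1 FPKM.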

Other observations

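All tests in this part, that is, those on other splits of the samples, transcript length and GC content, scaling, depth, atrial genes, ribosomal RNA, labelled sex and the mitochondrial list, were chosen or given their threshold only after the result was seen.

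Of the 35 splits of the 8 samples of 2 weeks into 4 and 4, only 1, the real one, gave as many changed genes as 2828, and the largest other count was 5. At 10 weeks, likewise 1 of 35 splits gave 728 or more, and the largest other count was 2. Every other split mixes the genotypes, so the genotype effect adds to the spread within its groups and can lower its count. The low counts therefore do not tell how many calls would arise without a genotype effect. The split by labelled sex gave 5 genes at 2 weeks and 0 at 10 weeks. Transcript length and GC content did not account for the counts: after a correction of each library in 10 length and 10 GC bins, 2430 genes were changed at 2 weeks, 1889 of them shared with the uncorrected fit, and 597 at 10 weeks, 470 of them shared. The excess of higher genes shrank under this correction, to 1431 of 2430 at 2 weeks and 409 of 597 at 10 weeks. It also takes the median out of each bin of each library, so for this excess it cannot be told apart from a change of scaling. Length and GC values were known for at least 99.2% of the genes. Depth was lowest in the Dsg2-null replicate 1 at 2 weeks, with 14.9 estimated fragments behind 1 FPKM in a transcript of 1 kilobase, and without this library 2172 genes were changed. For the estimated depths of the genotypes at 10 weeks the exact permutation p was 0.2286, which does not exclude a difference.

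The excess of higher genes may in part come from the scaling of FPKM to the library total. Under median-of-ratios scaling the share of higher genes was 58.2% at 2 weeks and 72.3% at 10 weeks, against 83.1% and 90.1% as deposited. The transcripts of 10 mitochondrially encoded genes took 9.60% to 11.3% of the FPKM total in Dsg2-null and 11.8% to 13.99% in wild-type libraries at 2 weeks (exact permutation p = 0.0286). For 9 such genes at 10 weeks the shares were 13.0% to 15.7% and 14.8% to 19.9% (exact permutation p = 0.0571). A lower share of these transcripts raises the FPKM of all other genes. Which scaling is nearer to the amounts of RNA per heart cannot be decided from these data.

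The mitochondrial metabolism list was lower in Dsg2-null hearts, and so was a list of cardiomyocyte genes (by -0.26 at 2 weeks and -0.21 at 10 weeks, exact permutation p = 0.0286 for each). The mitochondrial score minus the cardiomyocyte score differed by -0.07 at 2 weeks (exact permutation p = 0.200) and 0.01 at 10 weeks (exact p = 1). Within each letter code of the sample titles at 2 weeks, however, both Dsg2-null hearts lay below both wild-type hearts, by -0.0703 and -0.0684, and permuting genotype within codes gave an exact p of 0.0556, the smallest its 36 relabelings allow. A smaller share of cardiomyocyte RNA is a candidate explanation for the lower mitochondrial list at 10 weeks, and at 2 weeks the test cannot tell whether it accounts for the whole decrease. A true fall of both lists together would look the same. A list of 12 cell cycle genes was higher by 0.58 at 2 weeks and 0.29 at 10 weeks (exact permutation p = 0.0286 for each, unadjusted among the technical lists).

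One wild-type library of 10 weeks, replicate 1, scored 2.20 on a list of 6 atrial genes. The highest wild-type score was 6.06, and the Dsg2-null libraries scored 5.07 to 5.79. Myl7 measured 9.32 FPKM there and 438 to 1060 FPKM in the other wild-type libraries. Its cardiomyocyte score of 10.95 was the lowest wild-type value, but the highest was 10.96, and its estimated depth of 42.7 fragments behind 1 FPKM per kilobase was not the lowest. Less atrial tissue in this sample is a candidate explanation, and a loss of depth is not. It bears on the result for Nppa at 10 weeks, whose log2 fold change was 1.04 without this library (limma adjusted p = 0.0404) and 2.07 with it; over all alternatives the adjusted p of Nppa ranged from 0.00539, with the atrial list score as a covariate, to 0.379. Without Nppa, an alternative chosen after seeing the data, the cardiac stress difference at 10 weeks was 1.07. No biological explanation was tested.

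In the 10-week table, 49 loci with neither identifier nor name were more than 3-fold higher in the Dsg2-null replicate 2 and the wild-type replicate 4 than in any other library; the next of the 28 pairs of libraries had 10. The mitochondrial ribosomal RNA mt-Rnr1 measured 436 and 474 FPKM in these libraries and at most 55.6 FPKM in the others, at least 7.85-fold higher. Ribosomal RNA left in these libraries is a candidate explanation. The pair holds one library of each genotype.

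Xist and the Y-linked genes bear on the sex labels of the 10-week samples. Of 8 libraries 5 showed Xist at 25.3 to 41.4 FPKM with a Y-linked score of at most 0.0034, and the other libraries showed Xist at 0.00947 FPKM or less with a Y-linked score of at least 2.98. In 5 libraries this went against the labelled sex, including all 4 wild-type libraries. Samples exchanged between genotypes would put Dsg2 on the wrong side, and 0 libraries had it there. Sex entries or column names exchanged within a genotype change libraries in pairs. They could account for the 4 wild-type libraries among these 5, and wrong entries cannot be told from wrong names here, but they cannot account for the 1 Dsg2-null library, since 3 of the 4 Dsg2-null libraries carried Xist where 2 were labelled female. No explanation for that library was tested. The genotype comparison does not use sex, and 17 of the 728 genes changed at 10 weeks lie on the X chromosome and 0 on the Y chromosome.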
